# Identification of overexpressed genes in *Sodalis glossinidius* inhabiting trypanosome-infected self-cured tsetse flies

**DOI:** 10.3389/fmicb.2014.00255

**Published:** 2014-05-27

**Authors:** Illiassou Hamidou Soumana, Bernadette Tchicaya, Béatrice Loriod, Pascal Rihet, Anne Geiger

**Keywords:** sleeping sickness, tsetse-symbiont-trypanosomes, tripartite interactions, control flies, self-cured tsetse flies

## Abstract

*Sodalis glossinidius*, one of the three tsetse fly maternally inherited symbionts, was previously shown to favor fly infection by trypanosomes, the parasites causing human sleeping sickness. Among a population of flies taking a trypanosome-infected blood meal, only a few individuals will acquire the parasite; the others will escape infection and be considered as refractory to trypanosome infection. The aim of the work was to investigate whether fly refractoriness could be associated with specific *Sodalis* gene expression. The transcriptome of *S. glossinidius* harbored by flies that were fed either with a non-infected blood meal (control) or with a trypanosome-infected meal but that did not develop infection were analyzed, using microarray technology, and compared. The analysis using the microarray procedure yielded 17 genes that were found to have a significant differential expression between the two groups. Interestingly, all these genes were overexpressed in self-cured (refractory) flies. Further analysis of functional annotation of these genes indicated that most associated biological process terms were related to metabolic and biosynthetic processes as well as to oxido-reduction mechanisms. These results evidence the occurrence of molecular crosstalk between the different partners, induced by the passage of the trypanosomes through the fly's gut even though the parasites were unable to establish in the gut and to develop a permanent infection.

## Introduction

Tsetse flies (*Glossina* spp.), the vectors of African trypanosomes causing sleeping sickness in humans (HAT, human African trypanosomiasis) and nagana (AAT, animal African trypanosomiasis) in animals, harbor symbiotic bacteria that regulate important aspects of their host's physiology. Two of these microbes, obligate *Wigglesworthia glossinidia* and commensal *Sodalis glossinidius*, are vertically transmitted (Cheng and Aksoy, 1999; Dale and Maudlin, 1999) to developing intrauterine progeny via maternal milk gland secretions (Attardo et al., 2008). Tsetse's third symbiont, *Wolbachia*, is transmitted via the germ-line cells (Cheng et al., 2000; Balmand et al., 2013). While the prevalence of *Wolbachia* infections is high in laboratory-reared fly colonies (Cheng et al., 2000), field population prevalence is much lower, and several tsetse fly species were never shown to harbor the symbiont (Doudoumis et al., 2012); in fact, we did not evidence the presence of *Wolbachia* in the population of *Glossina palpalis gambiensis* from which the individuals used in our experiments were selected (Geiger, personal communication). Nevertheless, the association between some tsetse fly species and the symbiont may have a long co-evolutionary history, since *Wolbachia* loci were found horizontally transferred into the host genome (Doudoumis et al., 2012). *S. glossinidius* is a secondary symbiont located intra-extracellularly in the fly's midgut, but it can be detected in other tissues (Cheng and Aksoy, 1999; Balmand et al., 2013). The association between *Sodalis* and tsetse fly was suggested to be recent (Chen et al., 1999). In the wild, the prevalence of fly infection by trypanosomes seldom exceed 10% of the population (Frézil and Cuisance, 1994; Maudlin and Welburn, 1994); similarly, when flies are fed with a trypanosome-infected blood meal in the insectary (Ravel et al., 2003), less than 50% of the flies will acquire the parasite and, as in field conditions, most will escape infection. This means that the normal status of the flies is to be refractory to trypanosome infection. As concerns *Sodalis*, this symbiont was believed to be involved in fly vector competence in enhancing the trypanosome susceptibility of its host, the tsetse fly (Welburn and Maudlin, 1999). In the wild, the presence of *Sodalis* has been demonstrated to favor fly infection by trypanosomes, assessing the suggested role of the symbiont in vector competence (Farikou et al., 2010). The suggested mechanism involved included the inhibition of the trypanocidal lectin, secreted by the fly during feeding, by N-acetyl glucosamine resulting from pupae chitin hydrolysis by chitinases secreted by the fly-hosted *S. glossinidius* (Maudlin and Ellis, 1985; Welburn et al., 1993; Welburn and Maudlin, 1999; Dale and Welburn, 2001). Finally, it was also shown that the effect of *S. glossinidius* could depend on its genotype (Geiger et al., 2007; Farikou et al., 2010).

However, an overview of the biological mechanisms by which, *in vivo*, the bacteria favors fly infection, and, conversely, the mechanisms by which the fly becomes refractory to trypanosome infection, is still lacking. In this context, the aim of the present work was to investigate whether fly refractoriness could be associated with specific *Sodalis* gene expression. Consequently, the transcriptomes of *S. glossinidius* harbored by flies that were fed either with a non-infected blood meal (control) or with a trypanosome-infected meal, but that did not develop infection, were analyzed using genome-wide *S. glossinidius* oligonucleotide microarrays and compared.

## Materials and methods

### Ethical statement

The experimental protocols involving animals were approved by the Ethics Committee and the Veterinary Department of the Centre International de Recherche Agronomique pour le Développement (CIRAD), Montpellier, France. The experiments were conducted according to internationally recognized guidelines.

### *Trypanosoma brucei gambiense* strain

The S7/2/2 *T. b. gambiense* strain used in this study was isolated in 2002 from HAT-affected patients living in the sleeping sickness focus of Bonon, Côte d'Ivoire (Ravel et al., 2006). The strain belongs to the homogenous *T. b. gambiense* group 1.

### Infection of *Glossina palpalis gambiensis*

The *G. p. gambiensis* flies used in this study originate from flies that were collected in the field in Burkina Faso. Pupae were collected from these flies. Following fly emergence, the population was maintained in a level-2 containment insectary at 23°C and 80% relative humidity (Geiger et al., 2005) without any selection. Individuals used in the present work were randomly chosen for infection experiments.

Experimental infections were conducted following the protocol reported by Ravel et al. (2006). *T. b. gambiense* stabilate was thawed at room temperature and 0.2 ml was injected intraperitoneally into balb/cj mice. The infection was monitored by examining tail blood using a phase-contrast microscope at a ×400 magnification. Teneral flies were then fed for the first time on infected mice displaying parasitemia levels between 15 and 25 × 10^7^ parasites/ml (determined using the matching method, Herbert and Lumsden, 1976). Ten days after infected blood-meal uptake, an anal drop was collected from each fly, and the fly infection status was determined by PCR examination using TBR specific primers (Moser et al., 1989) assessing the presence or absence of trypanosomes. Positive PCR results indicate trypanosome establishment in the fly midgut; negative PCR results indicate trypanosome self-cured flies. Less than 5% of the flies that were exposed to trypanosome were shown to be infected at day 10 post-infected blood-meal uptake. Only flies whose PCR result was negative were included in this study; they were designated as self-cleared or as refractory flies. Negative control samples consisted in teneral flies fed for the first time on non-infected mice. Finally, all the flies (fed on infected or non-infected mice) were later maintained by feeding on an uninfected rabbit, 3 days a week. Ten days after the first blood feeding (on either trypanosome infected or non-infected mice), the flies were dissected according to the method described by Penchenier and Itard (1981), and the samples, each of seven pooled midguts, respectively from control and refractory flies, were collected in 400 μl of RNA later (Ambion, France).

### RNA isolation

Total RNA was extracted from each sample using Trizol reagent (Invitrogen, France) according to the manufacturer's specifications. After extraction, RNA integrity was checked using agarose gel electrophoresis. The quality of RNA and the absence of any DNA contamination were checked on an Agilent RNA 6000 Bioanalyzer and quantified using the Agilent RNA 6000 Nano kit (Agilent Technologies, France).

### cDNA hybridization on microarray

RNA reverse transcription and fluorescent dye incorporation were carried out using the Promega ChipShot Direct Labeling and Clean-Up System (Promega, USA). For each sample, 5 μg of total RNA was reverse-transcribed and labeled with a single dye (Cy3) labeling procedure and used for microarray hybridization according to the manufacturer's indications (Promega). Each sample was run on custom-made 60-mers oligonucleotide microarrays specific for the *S. glossinidius* whole genome, and for the four plasmids (respectively, GenBank accession number, AP008232; NCBI RefSeq: NC_007183.1; NCBI RefSeq: NC_007184.1; NCBI RefSeq: NC_007186.1; NCBI RefSeq: NC_007187.1) with at least four oligonucleotide probes per gene (design is available at Gene Expression Omnibus under the accession number GPL17347). The Agilent design utilizes the uniqueness of probe sequences as one of the criteria for probe selection to avoid cross-hybridization with non-target genes. For each experimental condition four independent biological replicates were analyzed to ensure the high reproducibility and statistical significance of the expression data. The details of the expression data are available at Gene Expression Omnibus under accession number GSE48360.

### Microarray data analysis

The primary expression data were normalized through two successive steps using (a) both R software packages and lowess normalization to normalize the M-values for each array separately (within-array normalization) without prior background correction, and (b) quantile normalization to the *A*-values, making the density distributions similar across arrays to compare expression intensities between them (Bolstad et al., 2003). Normalized expression values were averaged through Cy3 signal intensities according to dye-swap replications to assign only one expression value to each biological replicate. Microarray data were scanned using an Agilent microarray scanner (Agilent Technologies), and the pictures were extracted with Agilent Feature Extraction software (version 10.5.1.1). Data were filtered for detectable expression level; only those showing a level of expression greater than the background noise in at least three of the four replicates were selected.

Unsupervised hierarchical clustering was used to investigate relationships between samples and between genes. It was applied to median-centered data, using the Cluster and TreeView programs (average linkage clustering using Pearson correlation as the metric distance). Statistical analysis was performed using the TMeV5 Multi Experiment Viewer, v4.5 software (http://www.tm4.org/mev.html) and two-class unpaired SAM (significant analysis of the microarray program) analysis method. One-way analysis of variance was applied to identify genes differentially expressed between infection self-cured and control flies. A 5% predicted false discovery rate was used as the threshold for differential expression (Reiner et al., 2003).

The identification of biological interpretation of differentially expressed genes was performed using DAVID software (Dennis et al., 2003). This program allows identification of the biological interpretation of genes in the basis of gene ontology (GO) terms. In addition, the Kyoto Encyclopaedia of Genes and Genomes (KEGG) pathways were used to assess the specific biological pathways that were overrepresented.

### Quantitative real-time PCR

The microarray results were controlled, using quantitative PCR (qPCR), on a subset of four genes (SG0845, SG0858, SG0895, and SG1978) that were shown to be differentially expressed in microarray experiments between the two groups of flies; these genes were among the highest overexpressed in refractory flies. Primers, specific to these genes (Table 1) were designed using Primer-Blast software (http://www.ncbi.nlm.nih.gov/tools/primer-blast/). cDNA was synthesized from 5 μg of original total RNA samples using random hexamers and Superscript II reverse-transcriptase (Invitrogen, France) according to the manufacturer's instructions. All qPCR reactions were performed in an Mx3005P QPCR System (Agilent Technologies) using the Brillant II Sybrgreen qPCR Kit (Agilent technologies) with 2 μl of cDNA of a known concentration in a 25-μl total volume. PCR efficiencies for each primer pair were calculated using tenfold dilutions of fly gut-extracted cDNA as previously described (Hamidou Soumana et al., 2013). PCR conditions were as follows: 94°C for 5 min (1×), followed by 94°C for 45 s, 60°C for 45 s, 72°C for 1 min (39×), and then 72°C for 10 min (1×). Melting curve analysis was performed to check the specificity of the PCR reaction and to verify the amplification efficiency. The housekeeping gene, *Glossina* tubulin (GenBank accession number HE861503), was used as the reference gene for the normalization calculation of relative expression quantification. Cycle thresholds (Ct) for each reaction were obtained using the MxPRO QPCR Software (Agilent Technologies). Relative quantification was calculated with the 2^−ΔΔ*C*(*t*)^ method as described by Livak and Schmittgen (2001). Relative quantification for given genes with respect to the calibrator was determined and compared with the normalized expression values resulting from microarray experiments.

**Table 1:** **Primers designed for microarray data confirmation by quantitative PCR (qPCR)**.

**Primer**	**Sequence (5′ → 3′)**	**Concentrations**	**Amplicon**
		**(nM)**	**size (bp)**
SG0845F	GCCAGCCTTATGTGGAAGGT	600	140
SG0845R	AGCCGGGGTGACTTTAGTTG	600	
SG0858F	GTTCATTCTCGGTCTGCCCA	600	136
SG0858R	GGCGGGTAAGCCGACATATT	600	
SG0895F	CGACCTGGTTATTAGCGGCA	300	121
SG0895R	CGCTACGTTATCCACCGACA	900	
SG1978F	ACCACTGCAACCGTTTTTCG	300	153
SG1978R	GCAGCTTATGACCGTCTCGT	150	
Gmm Tub F	CCATTCCCACGTCTTCACTT	600	149
Gmm Tub R	GACCATGACGTGGATCACAG	600	

Primers were designed with Primer-Blast software. The third and fourth columns represent forward and reverse primer concentration used in qPCR and PCR product size obtained, respectively.

## Results

The aim of the study was, using the microarray analysis procedure, to compare the transcriptome of *S. glossinidius* harbored by tsetse flies (*G. p. gambiensis*) that got an non-infected blood meal (control flies) with that of the symbiont harbored by flies that did not become infected despite they were fed with *T. b. gambiense* infected blood meal (refractory flies). The comparison is expected to allow to identify differential expressed genes, if any. The gene expression was analyzed 10 days after the flies had taken either their infective or a non-infective blood meal. 

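The microarray data came from 8 samples, 4 from control flies (replicates 1 to 4) and 4 from self-cured flies (replicates 31 to 34), each of 7 pooled midguts taken on day 10. The groups follow the sample names and the paper, which gives control flies a non-infected meal. The treatment note is the same for all 8 samples and speaks of infected mice for the control samples too, a conflict that the files do not resolve. Total RNA of each sample was labeled with Cy3 only and hybridized to its own array of 60-base probes, so that no second channel served as a reference. The deposited scanner files give the intensity of 15208 gene spots, which carry 10496 different probes. Of these probes, 7019 were printed on 1 spot, 3412 on 2 spots and 65 on 21 spots. The files name the probes by number and sequence only, and gene names were taken from Table 2. The methods give at least 4 probes per gene. Probes of the same genes outside Table 2 could not be identified. Values given here for a gene are those of its Table 2 probes alone. In the values used here no background was subtracted, in accordance with the methods, and the log2 mean spot intensity was quantile-normalized across the 8 arrays. Spots marked as outliers by the scanner software were left out and spots of one probe were averaged. A probe was kept when at least 0.5 of its spots were well above background in at least 3 of the 4 arrays of one group. The lowess step on M-values and the averaging over dye swaps were not repeated, since these files hold 1 dye per array.
The arrays differed in brightness. In control flies the share of gene spots well above background was 11.4%, 12.7%, 69.7% and 43.1% in replicates 1 to 4, and in self-cured flies it was 12.3%, 34.8%, 8.84% and 10.4% in replicates 31 to 34. The mean share was 34.2% ± 27.8 (SD, n = 4) in control flies and 16.6% ± 12.2 (SD, n = 4) in self-cured flies (two-sided exact permutation test, p = 0.20). All 8 arrays lay on 1 slide, the control arrays in one row and the self-cured arrays in the other, so that slide row and group cannot be told apart. Each of the 4 slide columns held 1 array of each group, and in 4 of 4 columns the control array had the larger share (two-sided exact sign-flip test by column, p = 0.125, the smallest p that 4 columns allow).

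**Figure D1:**
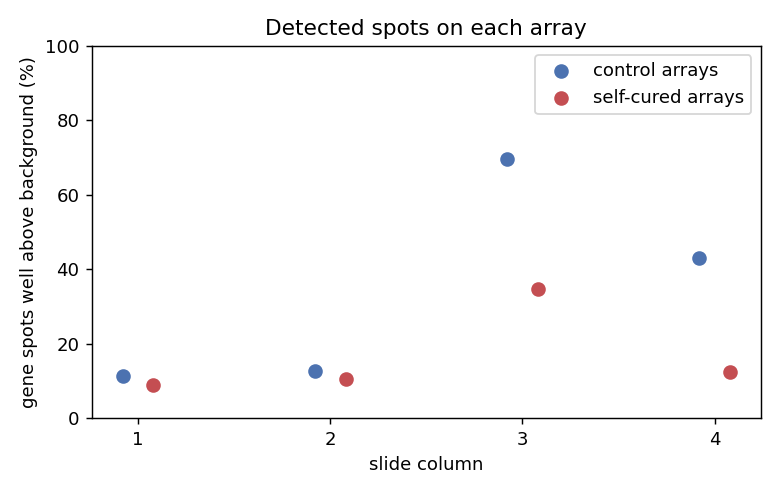
Share of gene spots well above background (%, vertical axis) on each array by slide column (horizontal axis), with one point per array and no error bars. The brightest array of each group, at 69.7% for control flies and 34.8% for self-cured flies, lay in column 3.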

Two-class SAM procedures were used to identify differentially expressed genes with a 5% false discovery rate.

### Identification of differentially expressed genes

Table 2 presents the 17 genes that exhibited significant differential expression between the two groups using the modified t-statistic SAM. 

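After the filter, 1521 probes were tested. With limma, 0 probes passed a Benjamini-Hochberg adjusted p of 0.05, and the smallest adjusted p was 0.348. At an unadjusted p under 0.05 there were 213 probes, 117 higher and 96 lower in self-cured flies. Leaving out each replicate in turn gave 115 to 237 such probes. The methods' analysis of variance gave 187 probes at that unadjusted threshold and 0 after adjustment. SAM with all 70 label permutations at a false discovery rate of 5%, run on the same probe values, called 9 probes, all higher in self-cured flies, of which 6 are listed in Table 2. When each spot was tested on its own, as Table 2 lists them, limma called 0 spots and SAM called 37 of 1975 spots, all higher in self-cured flies. These 37 spots belong to 32 probes, 17 of them in Table 2. The number and direction of the SAM calls changed with the normalization: after scaling each array to its 75th percentile SAM called 51 probes, all lower in self-cured flies. After the data had been seen, a smooth trend of intensity with the row of the spot was removed from each array. SAM then called 0 spots and 2 probes, both lower in self-cured flies and outside Table 2. With the trend fitted on all gene spots it called 1 spot and 3 probes, all higher and listed in Table 2. From its SAM list, the paper states that these genes differ significantly between the groups of flies.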

Interestingly, all these genes were overexpressed in infection self-cured flies.

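Of the 20 probes in Table 2, 19 passed the filter, and all 19 had a higher mean in self-cured flies, with a median log2 fold change of 0.37. With no normalization, where the median log2 difference of all tested probes was -0.42, 9 of the 19 were higher, and the list stood 0.42 above that median. After scaling to the 75th percentile 17 were higher. With the row trend removed all 19 were higher, with log2 fold changes of 0.028 to 0.53 and a median of 0.27. The median of these probes on each array was higher in self-cured flies (two-sided exact permutation test, p = 0.0286, the smallest p that 4 arrays against 4 allow). Since the list was chosen on these same samples, this p is not independent evidence. Adjusted over the list alone, 14 of the 19 probes passed 0.05 with limma, against 0 when adjusted over all tested probes. Over all 1521 tested probes 778 had a higher mean and 743 a lower mean in self-cured flies.
For SOD_P4690 (SG0983, hypothetical protein), the log2 intensity was 9.06 ± 0.12 (SD, n = 4) in control flies and 9.62 ± 0.11 (SD, n = 4) in self-cured flies. SOD_P5905 (SG1285, hypothetical protein) had a log2 fold change of 0.55 (standard error 0.14). For SOD_P324 (triE) it was 0.45, for SOD_P9701 (SG2237, serine/threonine protein kinase) 0.37 and for SOD_P7410 (SG1659, hypothetical protein) 0.21. With no normalization the last 4 of these probes changed sign, and relative to the median of all tested probes they stood higher by 0.28, 0.24, 0.23 and 0.12. In each of the 5 probes every self-cured array lay above every control array, and none passed the adjusted threshold of limma. After removal of the row trend the log2 fold changes of the 5 probes were, in the order given, 0.38, 0.37, 0.53, 0.38 and 0.095.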

**Table 2:** **List of *S. glossinidius* significantly differentially expressed genes in microarray experiment using SAM procedure with a 5% false discovery rate**.

**Oligonucleotide**	**GenBank**	**Description**	**Fold**
**probe**	**accession**		**change**
	**number**		
SOD_P10175	SG2357	Phage capsid protein	1.5
SOD_P4185	SG0858__nagB	Glucosamine-6-phosphate deaminase	1.5
SOD_P4185	SG0858__nagB	Glucosamine-6-phosphate deaminase	1.4
SOD_P5905	SG1285	Hypothetical protein	1.5
SOD_P6235	SG1367	UTP-glucose-1-phosphate uridylyltransferase	1.7
SOD_P4337	SG0895	Galactokinase	1.5
SOD_P9701	SG2237	Serine/threonine protein kinase	1.3
SOD_P7410	SG1659	Hypothetical protein	1.3
SOD_P1886	SG0301__dipZ	Thiol:disulfide interchange protein	1.2
SOD_P7169	SG1597	NADH dehydrogenase I subunit F	1.4
SOD_P7309	SG1632	Lipoprotein precursor	1.3
SOD_P4186	SG0858__nagB	Glucosamine-6-phosphate deaminase	1.6
SOD_P4186	SG0858__nagB	Glucosamine-6-phosphate deaminase	1.7
SOD_P324	pSG1GP_81_triE	triE protein	1.6
SOD_P4134	SG0845	Phage tail sheath protein	1.8
SOD_P5250	SG1123	Bifunctional phosphoribosyl-AMP cyclohydrolase/phosphoribosyl-ATP pyrophosphatase	1.6
SOD_P1745	SG0267	ADP-ribose pyrophosphatase	1.4
SOD_P1747	SG0267	ADP-ribose pyrophosphatase	1.3
SOD_P4134	SG0845	Phage tail sheath protein	1.8
SOD_P8638	SG1972__recD	Exonuclease V subunit alpha	1.7
SOD_P4186	SG0858__nagB	Glucosamine-6-phosphate deaminase	1.5
SOD_P7310	SG1632	Lipoprotein precursor	1.3
SOD_P8638	SG1972__recD	Exonuclease V subunit alpha	1.4
SOD_P4690	SG0983	Hypothetical protein	1.7
SOD_P8662	SG1978	Prolipoprotein diacylglyceryl transferase	1.6
SOD_P4186	SG0858__nagB	Glucosamine-6-phosphate deaminase	1.5

The fold change represents the ratio of S. glossinidius gene expression level by comparing self-cured flies to control flies fed on a non-infected blood meal.

We used an unsupervised hierarchical clustering method that grouped genes on the vertical axis and samples on the horizontal axis, on the basis of similarity in their expression profiles. 

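The clustering was repeated with average linkage and Pearson correlation on median-centered log2 values. With the 20 probes of Table 2, the first split of the tree placed 8 of 8 arrays with their own group. With all 1521 probes that passed the filter, it placed 6 of 8: control replicate 1 was joined to self-cured replicates 31, 33 and 34, and self-cured replicate 32 to the other control arrays. The tree on the Table 2 probes also depended on the normalization, with 6 of 8 arrays on the side of their group after scaling to the 75th percentile and 5 of 8 after cyclic loess normalization. With complete linkage it placed 8 of 8 on the Table 2 probes and 8 of 8 on all 1521 probes. With the deposited values it placed 8 of 8 on the former and 6 of 8 on the latter.

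**Figure D2:**
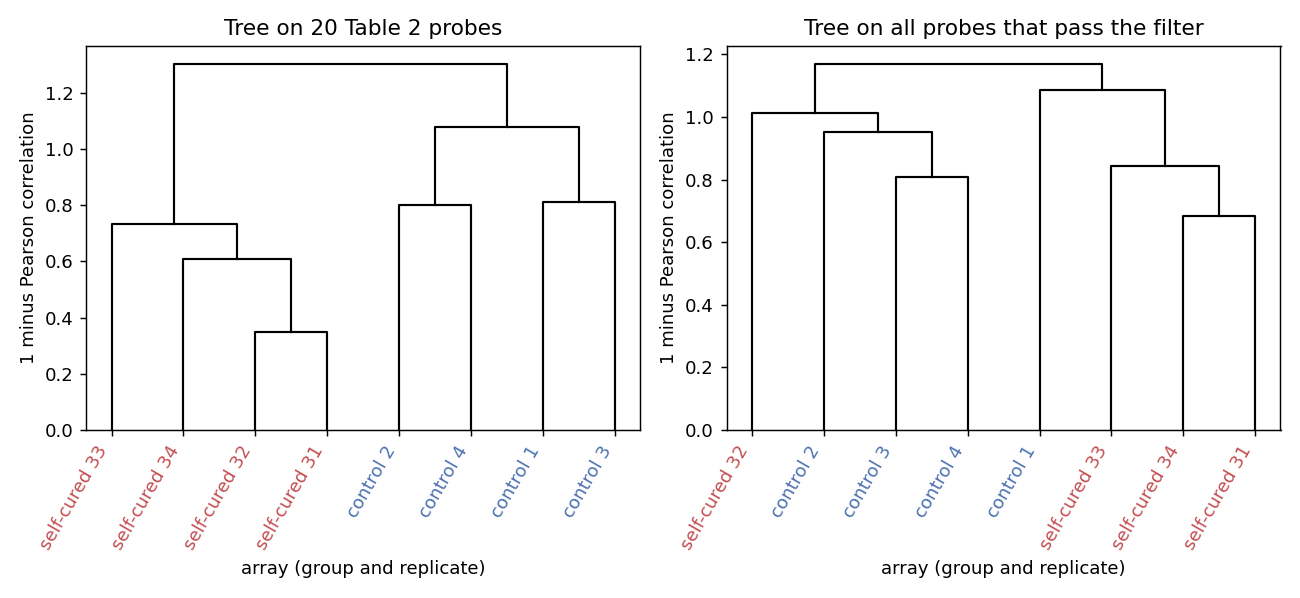
Trees of the 8 arrays on the 20 probes of Table 2 (left) and on all 1521 probes that passed the filter (right), where the vertical axis is 1 minus the Pearson correlation at which branches join. The groups part at the first split on the left, and 6 of 8 arrays lie on the side of their group on the right.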

The similarities are summarized in a dendrogram in which the pattern and length of the branches reflect the degree of relatedness of the samples (Figure 1).

**Figure 1:**
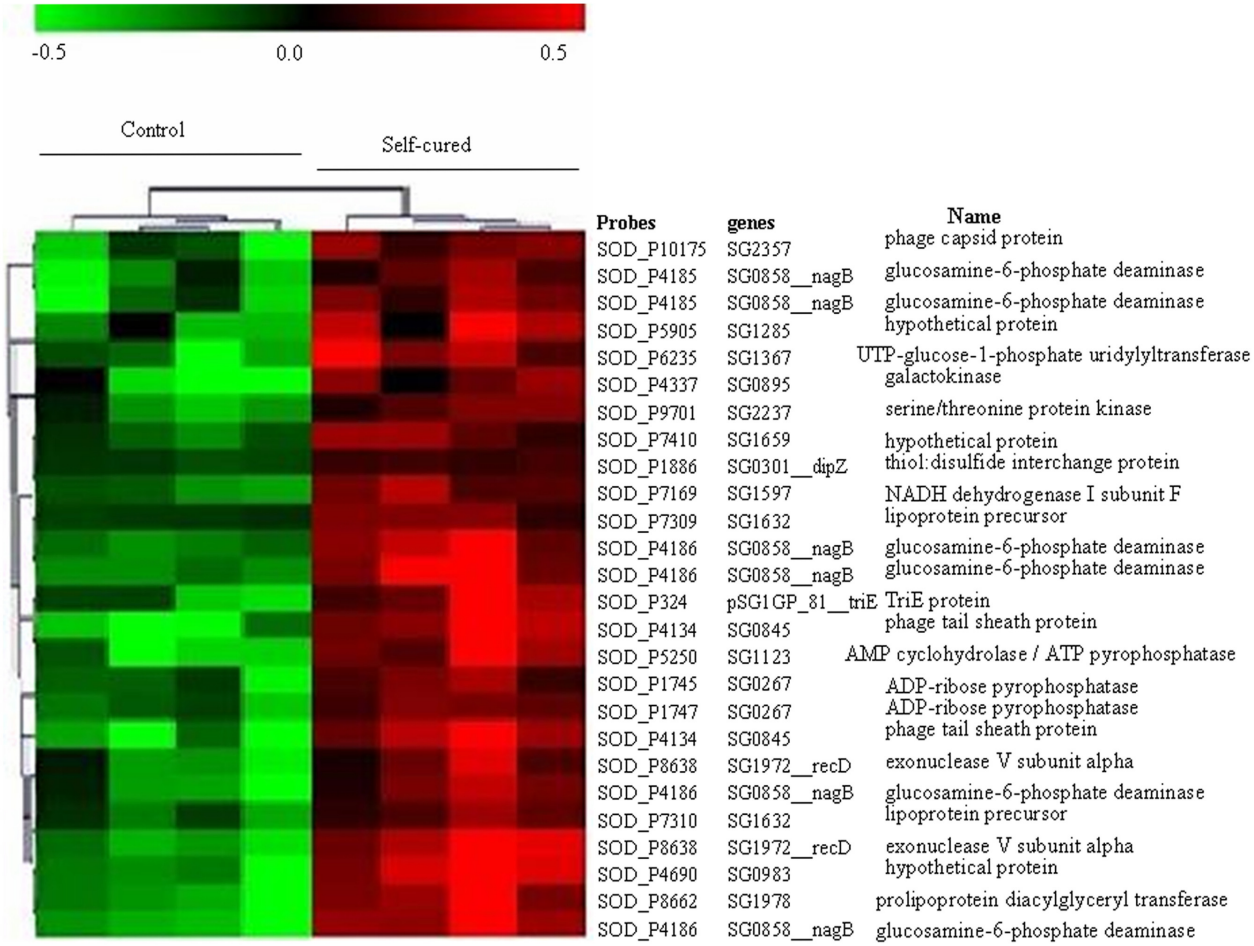
**Expression profile of *Sodalis glossinidius* genes whose transcript levels changed significantly between trypanosome self-cured flies and control flies fed on a non-infected blood meal**. This set of genes was extracted from the full data set (*n* = 2823) using a SAM procedure with a 5% false discovery rate. Each row represents a gene and each column represents a sample. Red and green indicate expression levels above and below the median, respectively. Dendrogram of genes, to the left of the matrix represents overall similarities in gene expression profiles.

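The number of features above background depended on how the filter was read. Of 10496 gene probes, 1521 were well above background in at least 3 of 4 arrays of either group, and 997 in both groups. Counted by spot, 1999 of 15208 gene spots passed in either group.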

According to microarray data, all significantly differentially expressed genes were overexpressed 1.2- to 1.8-fold in refractory flies with reference to the level of expression in control flies. 

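Averaged over the spots of each probe, the 19 tested probes of Table 2 were 1.12- to 1.58-fold higher in self-cured flies, with a median of 1.29. In the normalized values that the authors deposited, the same probe averages were 1.14- to 1.82-fold higher. Table 2 has 26 rows, and several give the same probe more than once. In the deposited values, 22 of the 26 rows had a spot of their probe whose fold change lay within 0.05 of the row, and the largest gap was 0.0594. The spots matched in this way had a median fold change of 1.48. Of the 20 probes, 12 were printed on several spots. Their 44 spots that match no row had a median fold change of 1.19, against 1.52 for their 18 matched spots. The difference between the groups also depended on the row of the spot on the array. Over detected spots the median log2 difference in the deposited values fell from 0.22 in rows 1 to 24 to -0.18 in rows 169 to 192, and the median row of the matched spots was 23. For 8 of the 8 probes with 1 matched spot of 2, the matched spot lay in the lower row. With the row trend removed, the median log2 gap between matched and other spots of a probe went from 0.30 to 0.13 (10 probes).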

The *S. glossinidius* gene (SG0858_nagB) corresponding to glucosamine-6-phosphate deaminase gene, is one of the most highly overexpressed in refractory flies (1.5- to 1.7-fold overexpression); this enzyme plays a crucial role in amino sugar and nucleotide sugar metabolism. 

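For the nagB gene Table 2 lists SOD_P4185 and SOD_P4186, each printed on 21 spots. Any other probes of this gene could not be identified. Their sequences share a run of 40 bases. The mean log2 intensity of SOD_P4186 was 9.52 ± 0.19 (SD, n = 4) in control flies and 9.77 ± 0.087 (SD, n = 4) in self-cured flies, a log2 fold change of 0.25 (standard error 0.12, adjusted p = 0.378 from limma). SOD_P4185 rose from 9.89 ± 0.22 (SD, n = 4) to 10.09 ± 0.091 (SD, n = 4), a log2 fold change of 0.19 (standard error 0.13, adjusted p = 0.492 from limma). Neither difference passed the exact permutation test, with p = 0.0571 for SOD_P4186 and p = 0.257 for SOD_P4185. With no normalization the log2 fold changes were -0.042 for SOD_P4186 and -0.043 for SOD_P4185, each 0.38 above the median of all tested probes. With the row trend removed they were 0.20 for both probes. Leaving out each replicate in turn gave 0.16 to 0.30 for SOD_P4186 and 0.11 to 0.28 for SOD_P4185. The lowest value of each came without control replicate 4. Ranked by fold change among the 20 probes of Table 2, SOD_P4186 was at position 15 and SOD_P4185 at position 18. In the deposited values the spots of SOD_P4186 ranged from 0.898- to 1.70-fold, with a median of 1.30, and those of SOD_P4185 from 0.912- to 1.48-fold, with a median of 1.20. This range went with the row of the spot. The log2 difference of SOD_P4186 fell from 0.76 in row 8 to -0.16 in row 182, and that of SOD_P4185 from 0.56 in row 24 to -0.13 in row 184. The spots of SOD_P4186 that match Table 2 lay in its lowest rows, 8 to 29.

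**Figure D3:**
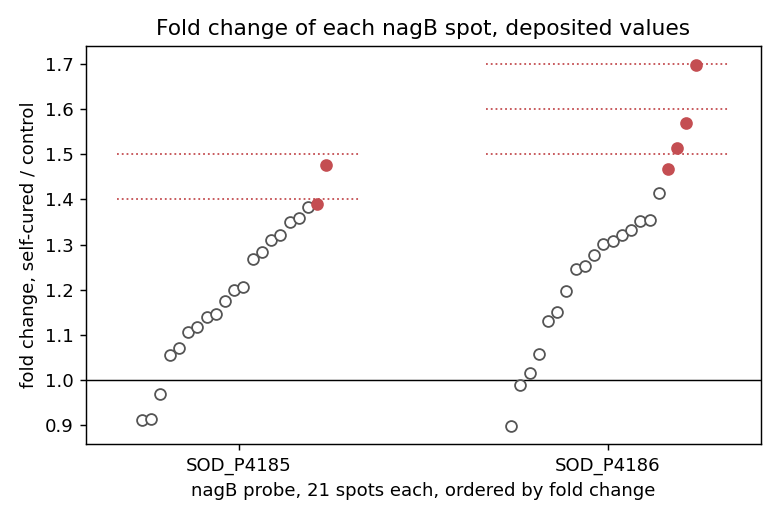
Fold change (self-cured over control, linear vertical axis from the deposited values) of the 21 spots of each nagB probe, ordered by fold change. Filled points are the spots nearest to a row of Table 2 and dotted lines are the fold changes of those rows. The filled spots of SOD_P4186 reach 1.70, and its median spot is at 1.30. Spots in lower rows of the array tended to have the higher fold change.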

We also detected increased expression levels of genes involved in purine metabolism such as ADP-ribose pyrophosphatase (SG0267; 1.4-fold increase), in D-galactose metabolism, represented by the gene encoding galactokinase (SG0895) and UTP-glucose-1-phosphate uridylyltransferase (SG1367), which were 1.5- and 1.7-fold over-represented in refractory flies. 

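For SG0267 Table 2 lists SOD_P1745 and SOD_P1747, whose sequences share a run of 58 bases. Their log2 fold changes were 0.36 (standard error 0.10) and 0.37 (standard error 0.094), both with an adjusted p of 0.348 from limma. Every self-cured array lay above every control array for both probes. Removing the row trend lowered the log2 fold changes to 0.21 and 0.20. For galactokinase (SG0895), SOD_P4337 had a log2 intensity of 10.00 ± 0.20 (SD, n = 4) in control flies and 10.32 ± 0.12 (SD, n = 4) in self-cured flies, with 3 of the 4 self-cured arrays above all controls (two-sided exact permutation test, p = 0.0571). Its 2 spots differed, at 1.41- and 1.09-fold. SOD_P6235 (SG1367) rose from 6.55 ± 0.20 (SD, n = 4) to 7.21 ± 0.27 (SD, n = 4), a log2 fold change of 0.66 (standard error 0.16, adjusted p = 0.348 from limma). With the row trend removed the log2 fold change was 0.24 for SOD_P4337 and 0.44 for SOD_P6235. For the dim probe SOD_P6235 it also depended on the processing, at 1.59 with processed signal and quantile normalization.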

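For SG1597, subunit F of NADH dehydrogenase I, Table 2 lists SOD_P7169, which was printed on 2 spots. Its log2 intensity was 6.45 ± 0.12 (SD, n = 4) in control flies and 6.71 ± 0.053 (SD, n = 4) in self-cured flies, a log2 fold change of 0.26 (standard error 0.099, adjusted p = 0.349 from limma). The spots had fold changes of 1.39 and 1.03. With no normalization the log2 fold change was -0.19, which is 0.23 above the median of all tested probes. The probe was dim: the median log2 signal of all gene spots was 5.96 to 6.88 over the arrays before normalization. With processed signal and quantile normalization its log2 fold change was 1.20, so the size of the difference depended on the processing.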

Oxidative respiration complex enzyme NADH dehydrogenase (SG1597) appears to be 1.4-fold overexpressed in refractory flies.

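For recD (SG1972), an exonuclease V subunit, SOD_P8638 gave a log2 fold change of 0.46 (standard error 0.11). SOD_P5250, for the histidine synthesis gene SG1123, gave 0.44 (standard error 0.12). Both had an adjusted p of 0.348 from limma and no overlap between the groups. Removing the row trend lowered the log2 fold changes to 0.32 and 0.27. For the lipoprotein precursor SG1632 Table 2 lists SOD_P7309 and SOD_P7310, whose sequences share a run of 59 bases. Their log2 fold changes were 0.16 (standard error 0.11) and 0.17 (standard error 0.093). They became -0.057 and -0.012 after scaling to the 75th percentile. With no normalization they were -0.41 and -0.37, which is 0.013 and 0.057 above the median of all tested probes. After removal of the row trend they were 0.028 and 0.18. SOD_P1886 (dipZ, SG0301) was well above background in 2 of 4 arrays of each group and did not pass the filter. Its log2 intensity was 6.47 ± 0.030 (SD, n = 4) in control flies and 6.70 ± 0.0080 (SD, n = 4) in self-cured flies.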

In resistant flies, we also found overexpressed genes involved in the exonucleolytic cleavage of DNA, synthesis of amino acids and lipoproteins, as well as in disulfide bond formation and assistance in the conformational maturation of secreted proteins containing disulfide bonds.

Finally, among the highest overexpressed genes, we identified genes coding for phage tail sheath protein (SG0845; 1.8-fold overexpression) and for phage capsid protein (SG2357; 1.5-fold overexpression).

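SOD_P4134, the phage tail sheath probe (SG0845), was at position 1 by fold change among the 20 probes in Table 2, with a fold change nearly equal to that of SOD_P6235. Its log2 intensity rose from 8.95 ± 0.12 (SD, n = 4) in control flies to 9.62 ± 0.22 (SD, n = 4) in self-cured flies, a log2 fold change of 0.66 (standard error 0.13, adjusted p = 0.348 from limma), and its 2 spots gave 1.59- and 1.57-fold. The phage capsid probe SOD_P10175 (SG2357) rose from 9.83 ± 0.19 (SD, n = 4) to 10.29 ± 0.082 (SD, n = 4), a log2 fold change of 0.46 (standard error 0.12), and was at position 6 by fold change. For both probes every self-cured array lay above every control array. With the row trend removed the log2 fold changes were lower, at 0.53 for SOD_P4134 and 0.31 for SOD_P10175.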

### qPCR control of microarray data

The microarray expression data were validated by quantitative PCR analyses. Four genes showing different expression levels were selected from the microarray data. The results provided by the quantitative PCR analyses were similar to those provided by microarray data, showing consistent expression levels for the four genes (Figure 2).

**Figure 2:**
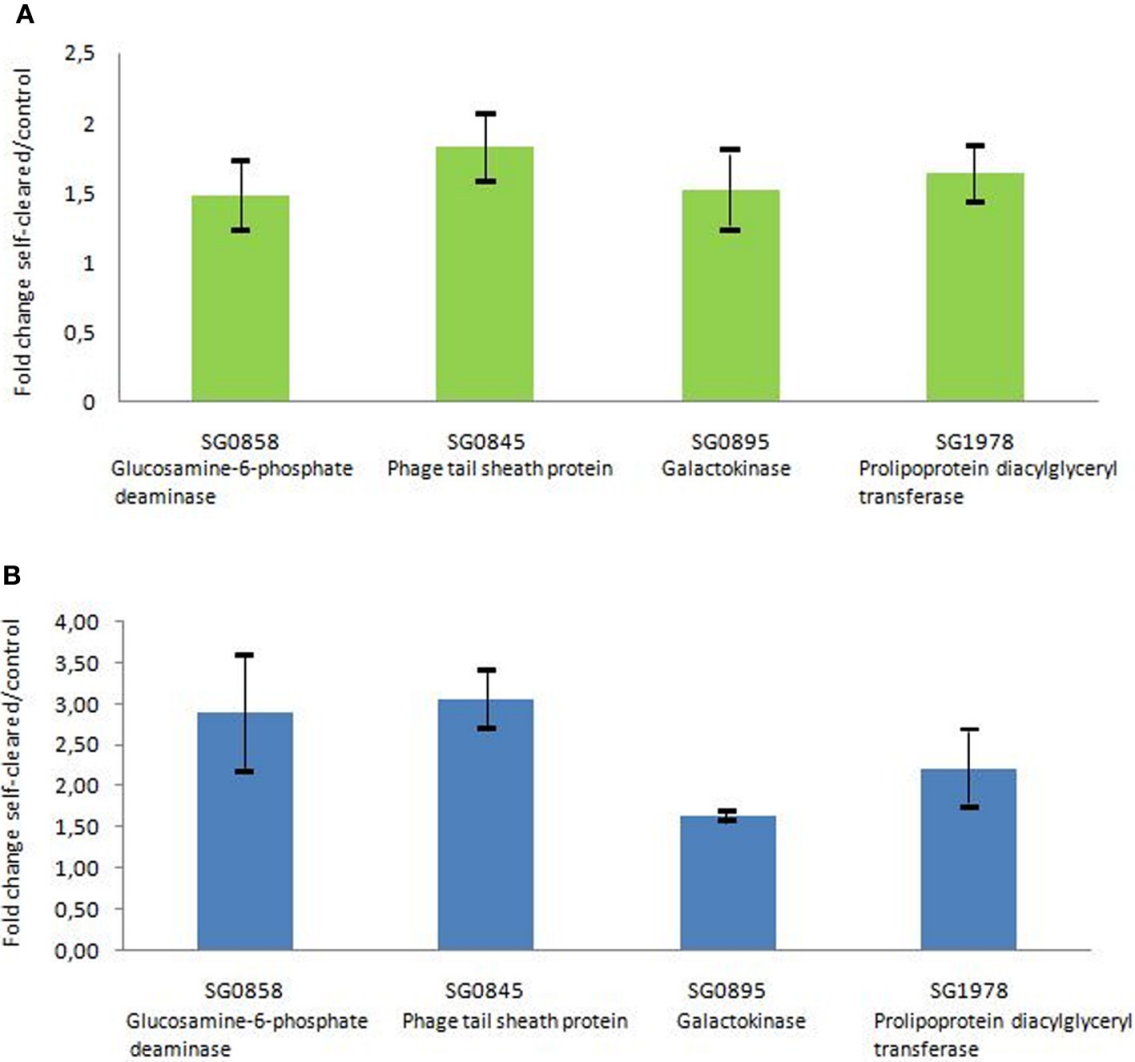
**Comparison of selected gene expression assessed by quantitative PCR and by microarray technologies. (A)** Gene expression was assessed by microarray technology. The n-fold change value was calculated on the basis of normalized data when comparing the level of gene expression from *S. glossinidius* derived from self-cured flies with those of control flies fed on a non-infected blood meal. Error bar represents the standard deviation (SD) between biological replicates. **(B)** Gene expression was assessed by quantitative PCR. Data were analyzed with the 2^−ΔΔ*C*(*t*)^ method with *Glossina* tubulin gene as a control gene. The n-fold change value represents the mean of the *Sodalis* gene expression level in self-cured flies compared with control. Error bar represents the SD between biological replicates.

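From the quantile-normalized array values, the fold change of SG0845 was 1.58 ± 0.255 (SD over the 4 self-cured arrays, each set against the control mean). For SG0858 it was 1.19 ± 0.0720 with SOD_P4186, for SG0895 1.24 ± 0.103 and for SG1978 1.23 ± 0.0780. The Table 2 probe of SG1978 is SOD_P8662, whose 2 spots gave 1.43- and 1.06-fold. Its log2 fold change went from 0.30 to -0.0058 with no normalization, which is 0.42 above the median of all tested probes. The quantitative PCR data were not analysed here.

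**Figure D4:**
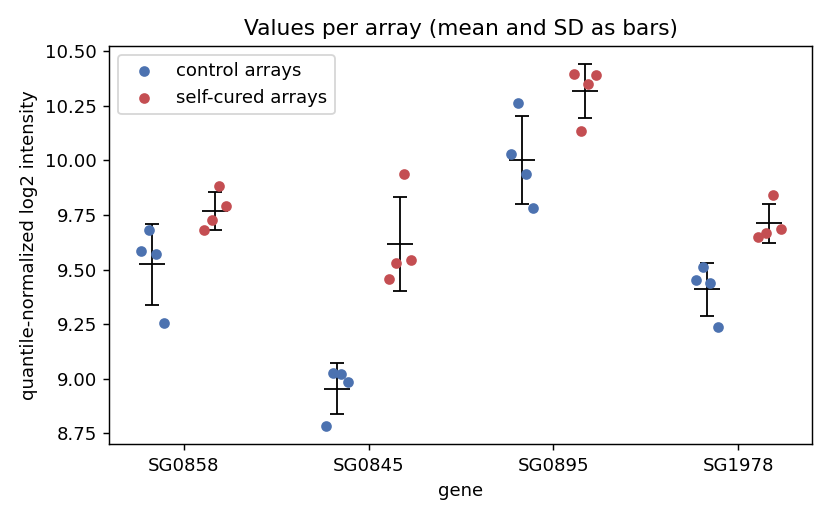
Quantile-normalized log2 intensity (vertical axis) of SOD_P4186 (SG0858), SOD_P4134 (SG0845), SOD_P4337 (SG0895) and SOD_P8662 (SG1978) on each of the 8 arrays, with horizontal marks at the means and bars for the SD. The groups overlap for SG0858 and SG0895 and lie apart for SG0845 and SG1978.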

### Gene functional annotation

Functional annotations of the differentially expressed *S. glossinidius* genes, with reference to the biological process GO terms and KEGG pathways, was investigated using DAVID software. 

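The GO terms in Table 3 rest on SG1978, SG0895, SG1123, SG1367 and SG1597. The mean log2 intensity of these 5 genes was 8.35 ± 0.13 (SD, n = 4) in control flies and 8.75 ± 0.074 (SD, n = 4) in self-cured flies, and 5 of the 5 genes were higher. With no normalization 3 of the 5 were higher, and their mean stood 0.46 above the median of all tested probes. The genes were chosen on these samples, and the enrichment itself was not repeated here.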

The analysis showed an overrepresentation of GO terms related to metabolism and biosynthesis processes (Table 3). The modified Fisher exact test revealed a 17.6-fold enrichment (*P*-value = 0.055) for the GO term related to hexose metabolism (Table 3). Similarly, galactose metabolism KEGG pathways were found to be 28.5-fold-enriched (*P*-value = 0.088) (Table 4).

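The hexose term is attached to SG0895 and SG1367. Their mean log2 intensity was 8.28 ± 0.17 (SD, n = 4) in control flies and 8.76 ± 0.17 (SD, n = 4) in self-cured flies.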

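In Table 4 this pathway lists SG0895 and SG1597. Averaged over both genes, the log2 intensity was 8.23 ± 0.16 (SD, n = 4) in control flies and 8.51 ± 0.065 (SD, n = 4) in self-cured flies, a mean log2 fold change of 0.29, which became -0.073 with no normalization. Relative to the median of all tested probes, that value was 0.35 and the first 0.28. The paper's text differs from Table 4: it names SG0895 and SG1367 for galactose metabolism and SG1597 for oxidative respiration. The mean log2 fold change of SG0895 and SG1367 was 0.49, and 0.13 with no normalization.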

**Table 3:** **Biological process gene ontology (GO) terms associated with set of *S. glossinidius* significantly differentially expressed genes obtained with David software**.

**GO terms**		**Related gene**
		**GenBank accession**
		**number**
GO:0009249	Protein lipoylation	SG1978
GO:0018065	Protein-cofactor linkage	SG1978
GO:0042157	Lipoprotein metabolic process	SG1978
GO:0042158	Lipoprotein biosynthetic process	SG1978
GO:0005996	Monosaccharide metabolic process	SG0895
GO:0006012	Galactose metabolic process	SG0895
GO:0006793	Phosphorus metabolic process	SG0895
GO:0006796	Phosphate metabolic process	SG0895
GO:0016310	Phosphorylation	SG0895
GO:0019318	Hexose metabolic process	SG0895
GO:0046835	Carbohydrate phosphorylation	SG0895
GO:0000105	Histidine biosynthetic process	SG1123
GO:0006547	Histidine metabolic process	SG1123
GO:0008652	Cellular amino acid biosynthetic process	SG1123
GO:0009075	Histidine family amino acid metabolic process	SG1123
GO:0009076	Histidine family amino acid biosynthetic process	SG1123
GO:0009309	Amine biosynthetic process	SG1123
GO:0016053	Organic acid biosynthetic process	SG1123
GO:0018130	Heterocycle biosynthetic process	SG1123
GO:0044271	Nitrogen compound biosynthetic process	SG1123
GO:0046394	Carboxylic acid biosynthetic process	SG1123
GO:0005996	Monosaccharide metabolic process	SG1367
GO:0006006	Glucose metabolic process	SG1367
GO:0006011	UDP-glucose metabolic process	SG1367
GO:0009225	Nucleotide-sugar metabolic process	SG1367
GO:0019318	Hexose metabolic process^*^	SG1367
GO:0055114	Oxidation reduction	SG1597

* Enriched GO term with t-statistic modified test (P-value = 0.055)

**Table 4:** **Kyoto Encyclopaedia of Genes and Genomes (KEGG) pathways associated with set of *S. glossinidius* significantly differentially expressed genes obtained with David software**.

**KEGG**		**Related gene**
**pathways**		**GenBank accession**
		**number**
sgl00230	Purine metabolism	SG0267
sgl00052	Galactose metabolism^*^	SG0895
		SG1597
sgl00520	Amino sugar and nucleotide sugar metabolism	SG0895
sgl00340	Histidine metabolism	SG1123
sgl00040	Pentose and glucuronate interconversions	SG1367

* Enriched KEGG pathway with t-statistic modified test (P-value = 0.088)

## Discussion

After being ingested by a tsetse fly taking an infective blood meal, the trypanosome undergoes a complex cycle of differentiation and multiplication in the host midgut. Successful establishment of trypanosomes in the tsetse fly midgut depends on their ability to adapt, transform, grow, and survive rapidly in this new fly midgut environment (Simo et al., 2010). Several factors could influence parasite establishment, among which the tsetse midgut lectin (Welburn and Maudlin, 1999), reactive oxygen species (MacLeod et al., 2007), and antimicrobial peptide produced by the fly in response to trypanosome infection (Hao et al., 2001). Furthermore, *S. glossinidius*, was previously shown to favor tsetse fly infection by trypanosomes (Welburn and Maudlin, 1999). Despite the presence of the symbiont in all insectary tsetse flies, most of the flies are refractory to trypanosome infection (Geiger et al., 2005). In this context, we investigated the transcriptomic events that may occur in bacteria when they are harbored by refractory flies. Using microarray analysis we investigated *S. glossinidius* genes, the expression of which could discriminate *G. p. gambiensis* flies refractory to *T. b. gambiense* infection and control flies.

Most of the genes whose expression was modified, overexpressed in *Sodalis* from refractory versus *Sodalis* from control flies, are involved in lipoprotein metabolic and biosynthetic processes, as well as in amino sugar and nucleotide metabolism. Bacterial lipoproteins have been shown to play various roles, including nutrient uptake, transport (such as the ABC transport system), and extracytoplasmic folding of proteins (Lampen and Nielsen, 1984; Mathiopoulos et al., 1991; Alloing et al., 1994). The *Sodalis* prolipoprotein diacylglyceryl transferase gene (SG1978) that was found to be overexpressed in self-cured flies is the only one transferring the diacylglyceryl moiety to the thiol group of cysteine. The importance of this enzyme has been emphasized by the fact that post-translational modification is ubiquitous in the bacterial kingdom. The overexpression of enzymes involved in bacterial growth could be a necessary mechanism employed by the bacteria to fight the parasite.

The gene encoding the NADH dehydrogenase complex (SG1597) was found to be overexpressed in *Sodalis* from refractory flies. This enzyme is involved in the oxidative respiration process and allows bacteria to survive in a variety of hostile environments and to adapt quickly in a rapidly changing environment (Richardson, 2000). Furthermore, this enzyme is implicated in the synthesis of ATP, and thus energy metabolism in the prokaryotic cell (Lengeler et al., 2009). In mosquito cells, oxido-reduction mechanisms were used to protect against DENV viral infection (Patramool et al., 2011). Several other overexpressed genes in refractory flies were found to be involved in KEGG pathways and GO terms related to metabolism, such as galactose metabolism, purine metabolism, amino sugar and nucleotide metabolism, as well as hexose metabolism (Tables 3, 4). Thus, *S. glossinidius* might indeed benefit its tsetse host by nutrient supplementation via these compounds. However, why these pathways were overexpressed in refractory flies is unknown. In other studies, increased sugar metabolism enzyme activities due to viral infection have been reported (Klemperer, 1961; El-Bacha et al., 2004; Tchankouo-Nguetcheu et al., 2010). It has been suggested that the increased activity of glycolysis was due to the breakdown of the mitochondrial membrane, which decreased ATP production (Ritter et al., 2010). As a result, the glycolysis pathway was activated to compensate for the lack of energy via the oxidative pathway. However, recent studies have demonstrated alternative functions of sugar metabolism enzymes such as transcriptional regulation or as a regulator or indicator of apoptosis (Kim and Dang, 2005).

In addition, among the most highly overexpressed genes in refractory flies were those encoding glucosamine-6-phosphate deaminase (SG0858). This enzyme participates in amino sugar metabolism, particularly in the conversion of glucosamine into ammonium and fructose. *S. glossinidius* was suspected to favor trypanosome establishment in the insect midgut through a complex biochemical mechanism involving the production of N-acetyl glucosamine (Welburn and Maudlin, 1999). This sugar, resulting from hydrolysis of pupae chitin by a *S. glossinidius*-produced endochitinase was reported to inhibit a tsetse-midgut lectin lethal for the procyclic forms of the trypanosome (Dale and Welburn, 2001). So, while the presence of this sugar would favor the establishment of trypanosomes in the fly's midgut, its deamination by the glucosamine-6-phosphate deaminase may, in contrast, favor fly refractoriness. So in a next step, the decrease of N-acetyl glucosamine *in situ* will have to be studied.

Finally, increased transcription of genes coding phage proteins was recorded in refractory flies when compared to flies fed with a non-infected bloodmeal. These results are in line with those obtained previously when comparing refractory versus infected flies (Hamidou Soumana et al., 2014). Bacteriophage elements have also been identified in other symbiotic associations. So for the presence of bacteriophages APSE-1 and APSE-2 in the secondary endosymbiont of aphids ca. *Hamiltonella defensa* where they are associated with the protective activity of this secondary endosymbiont that kills parasitoid wasp larvae (Oliver et al., 2003; Moran et al., 2005; Degnan and Moran, 2008). Similarly, a bacteriophage, WO, was characterized in parasitic *Wolbachia*; the phage was suggested to be beneficial for the invertebrate host as it may be involved in the parasitic bacterial load regulation (Bordenstein and Wernegreen, 2004; Bordenstein et al., 2006). Finally a detailed characterization of mobile genetic elements and pseudogenes revealed the presence of different types of prophage elements that have proliferated across the genome of *S. glossinidius* (Belda et al., 2010). In addition, the presence of viral particles has been observed previously in *Sodalis glossinidius* cultures (Maudlin, personal communication).

Regarding our results, they highlight the probable role of a bacteriophage as a major actor in tsetse fly refractoriness. The activation of a prophage hosted by *S. glossinidius* could lead to the release of bacterial agonists that trigger the tsetse fly immune system preventing trypanosome development.

The overall results demonstrate the existence of a molecular dialog between the three partners—the fly, the symbiont, *Sodalis glossinidius*, and the trypanosome—even though the parasite could not establish in the fly's midgut. Some of the overexpressed genes belong to classical metabolic pathways; others, however, may be involved in fly refractoriness. The molecular signal that induces the overexpression of all these genes is unknown. Further investigations are needed to progress in the understanding of the complex tripartite interactions that control the fly vector competence and hence the spread of sleeping sickness.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

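RNA of *S. glossinidius* was measured in midguts of control flies (4 samples) and self-cured flies (4 samples) on one-colour Cy3 arrays. The authors deposited the scanner output of each array, which gives spot intensity on a linear scale as extracted by the Agilent software, with no normalization. They also deposited a table of normalized log2 values. In that table all 8 columns hold the same sorted values to within 0.00072, as quantile normalization gives. Within each array its order is that of mean intensity minus local background (rank correlation 1 on all 8 arrays), while the methods state that no prior background correction was made.

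The values reported come from the scanner intensity: log2 mean intensity without background subtraction, quantile normalization over 15208 gene spots, removal of 504 spot values marked as outliers, and the mean over the spots of a probe. Control spots were left out, and 0 gene spots were saturated. Differences were tested with limma 3.58.1 in R 4.3.3 with Benjamini-Hochberg adjustment at 0.05. Limma was fixed as the test before the data were examined, with SAM, which the methods name, as an alternative. SAM was rebuilt with all 70 label permutations, the median number of false calls and a false discovery rate of 5%. Single values were compared with two-sided exact permutation tests.

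The design, the main setting and most alternatives were fixed before the data were examined. The alternatives were other background corrections and normalizations, other filters, spots tested singly, an intensity trend, slide column as a block, SAM on probes and on spots, the methods' analysis of variance, the deposited log2 values, and each replicate left out. After the data had been seen, SAM was also run on each of 8 other sets of values, without the filter and with outlier spots kept, and all of these runs are reported. The deposited values were also tested spot by spot and clustered after the data had been seen, and the means of gene sets were taken under each setting. Last, a trend with the row of the spot on the array was removed, also after the data had been seen. On each array the deviation of each spot from its mean over the 8 arrays was smoothed against row by lowess with a span of 0.3, without use of the groups. It was fitted on detected spots outside Table 2, or on all gene spots outside Table 2, and for the deposited values on the former. The direction and number of SAM calls were known when these were listed.

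Genes named in the text are those the paper names. The 5 probes with the smallest unadjusted p are also given, because fewer than 10 passed the adjusted threshold. The files pair no probe with a gene, so planned tests of probe sets and values per gene over the whole array were not run, and no genome coordinates are given. GO and KEGG enrichment and quantitative PCR were not analysed here.

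The procedure was tested on simulated data drawn from the means and spreads of the 1521 tested probes, with 200 probes changed. At a fold change of 1.3, limma recovered 5.7% and SAM 12.2% of the changed probes. At 1.5 they recovered 58.9% and 58.5%, and at 2 both recovered 89.3%. With 0 probes changed, SAM called at most 1 probe in any of 5 simulated draws. On the real arrays SAM called probes in 13 of 34 other ways to part them into equal groups, at most 11 probes. The simulated data do not show this, so the shares recovered may not hold for the real arrays. Recovery was simulated with 200 changed probes only, so it is not known for a list as short as Table 2. Precision is limited by the number of arrays.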

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

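In this part, the tests of a wrong group label were chosen only after the result was seen. Groups of 4 arrays were searched for a value far from the other 3, which chance gives in about 1 of 20 groups. Of 50 groups searched, 4 had one, against 2.5 by chance.

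Control replicate 3 had a mean correlation of 0.961 with the other control arrays, which had 0.977 to 0.979. It was also the brightest array. A brighter background over the whole array is argued against, since its negative control spots exceeded those of the other controls by 0.11 on the log2 scale, while gene spots that were dim on the other controls did so by 0.53. GC content of the probes is argued against too: the correlation of this excess with GC percent was -0.089 across spots, which are not independent. A wrong group label stays open. Its mean correlation with the self-cured arrays was 0.955, below that with its own group, and without this array the other 7 arrays were each closer to their own group. But arrays of a group also share a slide row and its trend. With the row trend removed, the mean correlation was 0.961 with the other controls and 0.959 with the self-cured arrays. The single values overlapped, at 0.959 to 0.966 and 0.956 to 0.960. Of the other 7 arrays, 6 were then closer to their own group, or 7 with the trend fitted on all gene spots. More labeled symbiont RNA on this array stays open and was not tested. Without this array limma called 1 probe, SOD_P9645, lower in self-cured flies with a log2 fold change of -0.79 (adjusted p = 0.0262), and with it 0.

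In self-cured replicate 32, 34.8% of gene spots were well above background, against 8.84% to 12.3% on the other self-cured arrays. It lay in the same slide column as control replicate 3. Its negative control spots exceeded those of the other self-cured arrays by a median of 0.11 on the log2 scale, and gene spots that were dim on those arrays did so by 0.28. Each slide column holds 1 array per group, so column and sample cannot be separated here, and no biological explanation was tested.

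The log2 intensity of SOD_P4134 (SG0845) was 8.78 in control replicate 1, below the other controls at 8.99 to 9.03. That of SOD_P4690 (SG0983) was 8.89 in control replicate 4, below 9.10 to 9.14. Single values of this kind are within the number that chance gives, and no explanation was tested.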

How the results depend on the processing

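In this part, all SAM runs other than those on the main probe and spot values, the trees and spot tests of the deposited values, the means of gene sets and the removal of the row trend were chosen only after the data had been seen. Arrays could not be paired by replicate number, because the groups share none. Slide columns held 1 array of each group, and with slide column as a block limma called 0 probes.

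With limma, 0 probes passed the adjusted threshold under every other background correction, normalization, filter, trend and slide column block that was run. With each replicate left out the count was 0 to 1, the 1 being without control replicate 3. The share higher in self-cured flies among probes at an unadjusted p under 0.05 moved widely: 54.9% in the main values, 30.4% with processed signal scaled to the 75th percentile, 41.2% with cyclic loess, 11.3% with 75th percentile scaling, 0% without normalization, 73.0% with quantile normalization over filtered probes, 66.5% with normexp, 68.8% in the deposited values and 84.0% with the filter in both groups. The median log2 fold change of all tested probes was 0.010 in the main values, 0.28 with processed signal scaled to the 75th percentile and -0.42 without normalization.

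SAM made calls where limma made 0. In this order, counts are for probes, filtered spots, spots without a filter, filtered spots with outliers kept, and unfiltered spots with outliers kept. The main values gave 9, 37, 120, 24 and 125 calls, of which 9, 37, 119, 24 and 122 were higher in self-cured flies. Median pixel signal gave 9, 17, 79, 15 and 80, of which 9, 17, 78, 15 and 68 were higher. Normexp gave 10, 25, 24, 32 and 26, of which 10, 25, 21, 32 and 22 were higher, and the deposited values 6, 33, 26, 31 and 25, of which 6, 33, 25, 30 and 25 were higher. Cyclic loess gave 10, 16, 40, 16 and 40, of which 4, 9, 34, 9 and 33 were higher. Scaling to the 75th percentile gave 51, 61, 19, 62 and 22 calls, all lower in self-cured flies. No normalization gave 760, 987, 7407, 999 and 7604, all lower. In each of these 5 runs that is the largest number of lower calls the search allows, reached where the median of all tested probes was shifted by -0.42, so these are not counts of changed probes or spots. Processed signal gave 0, 2, 3, 2 and 4 with quantile normalization, all lower, and 0, 0, 4, 0 and 5 with 75th percentile scaling, all higher. The 9 probes called in the main values and the 51 called after 75th percentile scaling share 0 probes. The cause was not tested.

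With the row trend removed, limma called 0 probes. The number of probes at an unadjusted p under 0.05 fell from 213 to 101, and to 112 with the trend fitted on all gene spots. SAM called 2 probes and 0 spots, the 2 lower in self-cured flies. With the trend fitted on all gene spots it called 3 probes and 1 spot, all higher, and with the deposited values 1 probe, lower, and 0 spots. The main and deposited values had given 37 and 33 spots before the removal. The removal may take too much, since the spot in the lower row was the higher one in 79.4% of 574 duplicate pairs outside Table 2 before it and in 43.7% after it. The median log2 fold change of the Table 2 probes was 0.27 after it, with 19 of 19 higher.

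The median log2 fold change of the tested Table 2 probes was 0.37. It was 1.14 with processed signal scaled to the 75th percentile, 0.29 with cyclic loess and -0.0058 without normalization, where 9 of 19 were higher. It ranged from 0.33 to 0.40 with each replicate left out. Relative to all tested probes, the list without normalization stood 0.42 higher. Without normalization the sign reversed for SOD_P4185 (-0.043), SOD_P4186 (-0.042), SOD_P5905 (-0.14), SOD_P9701 (-0.19), SOD_P7410 (-0.30), SOD_P7169 (-0.19), SOD_P7309 (-0.41), SOD_P7310 (-0.37), SOD_P324 (-0.19) and SOD_P8662 (-0.0058). With 75th percentile scaling it reversed for SOD_P7309 (-0.057) and SOD_P7310 (-0.012). Relative to the median of all tested probes, each of these values was above 0, from 0.013 for SOD_P7309 to 0.42 for SOD_P8662. The mean of SG0895 and SG1597, which Table 4 lists for galactose metabolism, also reversed without normalization (-0.073), and relative to that median it was 0.35. The paper's text names SG0895 and SG1367 for galactose metabolism, and their mean did not reverse (0.13). The cause was not tested beyond the shift of all probes given above.

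The first split on the Table 2 probes placed 8 arrays with their group, 6 with 75th percentile scaling, 5 with cyclic loess, and 8 with complete linkage and with the deposited values. On all filtered probes it placed 6, 5 with 75th percentile scaling, 8 with complete linkage, and 6 with cyclic loess and with the deposited values. The cause was not tested. The median log2 signal was lower in self-cured arrays by -0.24, and by -0.35 to -0.06 with each replicate left out, in no case past the exact test over all arrays. By slide column it was lower in 4 of 4 columns (two-sided exact sign-flip test, p = 0.125, the smallest that 4 columns allow). Tests of probe sets and of one value per gene were not run. The share of gene spots well above background ranged from 8.84% to 69.7%.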

Differences from the paper's values

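The paper gives 17 significant genes, and limma called 0 probes. Counted by probe, none of the alternatives set before the data were examined came within 1.5 times of the paper's number: the other limma settings and the methods' analysis of variance gave 0 (1 without control replicate 3), SAM on probes gave 9 and SAM on spots gave 37 spots on 32 probes. Counted by spot, its 37 are 1.42 times the 26 entries of Table 2, which is within 1.5 times. That run called 17 of the 20 Table 2 probes, from 15 of its 17 genes, and SAM on probes called 6. With the row trend removed, which was chosen after seeing the values, SAM on spots called 0 spots. Among runs chosen after seeing the values, 13 came within 1.5 times. These were SAM on spots with outliers kept (21 probes), with normexp (22 probes, and 21 and 23 without a filter), with cyclic loess (13 with and without outliers), with 75th percentile scaling without a filter (18 and 21, all lower in self-cured flies), with median pixel signal (15 and 14), and with the deposited values (25 with outliers kept, and 21 with and without outliers when not filtered). SAM on the filtered spots of the deposited values called 27 probes, 19 of them in Table 2. SAM on spots without a filter called 113 probes, and 118 with outliers kept, each time with all 20 of Table 2; these runs were also chosen after seeing the values.

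The paper gives a data set of 2823 features, and 1521 probes were tested. Filtering in both groups (997) and no filter (10496) also differ. Tested by spot, 1997 spots remained with limma and 1975 with SAM, which are within 1.5 times of the paper's number.

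The paper places nagB among the most overexpressed genes. Averaged over 21 spots each, its Table 2 probes SOD_P4186 and SOD_P4185 were at positions 15 and 17 of the 19 tested Table 2 probes by fold change, at 1.19 and 1.14. Over 23 settings with 19 probes, chosen for this ranking after seeing the values, SOD_P4186 was at positions 11 to 17 and SOD_P4185 at positions 11 to 19. By single spots of the deposited values, its highest spot was at 1.70-fold.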

Other observations

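In this part, SAM on the deposited spots and after 75th percentile scaling, and the tests of the 21-spot probes, of a local trend as a part of the difference, of the adjusted count over splits, of splits within slide columns, of slide position and of the trend along array rows, with its removal, were chosen only after the result was seen. Splits here are the 35 ways to part the 8 arrays into groups of 4.

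The count of 0 probes past the adjusted threshold of limma cannot be tested by splits, since 35 of 35 reach 0 by necessity. Chance cannot be excluded for the unadjusted count, where 2 of 35 splits gave at least the 213 probes at an unadjusted p under 0.05 of the real split. For SAM on probes, 2 of 35 splits gave at least 9 calls. For SAM on spots, 1 of 35 splits gave at least 37 calls in the main values, and 1 of 35 at least 33 in the deposited values. This is the smallest share that 35 splits allow, and taken alone it is under 0.05 if any split is allowed. Several counts were tested in this way with no allowance for their number, so chance is not excluded. Nor can it be excluded if each side keeps 1 array of every slide column, as on the slide. In all 8 splits do so, and the real one alone, 1 of 8, gave as many calls, the smallest share that 8 splits allow. For SAM after 75th percentile scaling, 7 of 35 splits gave at least 51 calls, and a split along slide columns gave 370. Among the 8 splits with 1 array of every slide column on each side, the real one alone did so, and the others gave at most 3. For SAM on probes in the main values, 2 of these 8 splits gave at least 9 calls, the other one 11. With slide column as a block, limma called 0 probes. For the differences between the groups, position on the slide and group cannot be told apart, since 0 slide rows held both groups. Infection history stays open as well.

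The intensity of spots changed with their row on the array, and differently in each group. Per 100 rows the log2 intensity, relative to the mean of the 8 arrays, changed by 0.12 ± 0.059 (SD, n = 4) in control arrays and by -0.12 ± 0.047 (SD, n = 4) in self-cured arrays. Chance is argued against over all arrays (two-sided exact permutation test, p = 0.0286), although this test was chosen after the result was seen. By slide column the self-cured slope was the lower one in 4 of 4 columns, where the smallest p is 0.125 (two-sided exact sign-flip test). Duplicate spots of one probe follow the trend too, so it goes with position on the array and is not a difference in transcript levels between genes. Why its slope differed between the groups cannot be told, since slide row and group coincide. With the trend removed SAM on spots called 0 spots in the main values, against 37, so the trend may account for those calls. That count of 0 cannot be tested by splits, since 35 of 35 reach it by necessity. The median log2 fold change of the Table 2 probes was 0.27 after the removal, against 0.37 before it and a spread of 0.072 between replicates. Whether the trend and chance together account for their higher values cannot be told, since the list was chosen on these same samples. After the removal SAM on probes called 0 Table 2 probes, and 3 with the trend fitted on all gene spots.

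The spots that match Table 2 lie above other spots of the same probes. For probes on 2 spots with 1 matched spot, the matched spots had a median log2 difference of 0.53 in the deposited values and their partners 0.11. A candidate explanation is selection of the higher of 2 duplicate spots. Among 124 other probes whose higher spot came within 0.1 of a matched spot, the partner spots had a median of 0.19, although their higher spots were less extreme, with a median of 0.33. Across 584 probes on 2 spots, the log2 differences of duplicate spots correlated with r = 0.735. For nagB selection of the highest spot stays open as a part, because 2 other probes on 21 spots passed the filter, and 1 of them had a highest spot as far above its median. The nagB spots also followed the row. With the row trend removed from the deposited values, the gap of the matched spots fell from 0.30 to 0.17 for SOD_P4186. For SOD_P4185 it fell from 0.28 to 0.12. A trend along the rows of the arrays may be the larger part of the gap. Among 574 probes on 2 spots outside Table 2, the spot in the lower row had the higher log2 difference in 74.4%. With the trend removed from the deposited values, the median gap between the matched and other spots of 10 probes fell from 0.30 to 0.13. Spots of other probes within 5 rows and 5 columns had a median of 0.17, which cannot tell how much of the gap is local. This was 0.15 above the median of 10000 random sets, and 0 of those sets reached it, so a local trend may be a part of the difference.

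The tree on the Table 2 probes follows the groups. This may follow from choosing probes for the groups they are clustered by: for 28 of 35 splits, the 20 probes with the smallest p for that split gave a tree that followed it.

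The log2 fold changes of the tested probes showed little relation with GC percent (r = -0.023 across probes, which are not independent).

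The 5 probes with the smallest unadjusted p were SOD_P4690, SOD_P4134, SOD_P3843, SOD_P8638 and SOD_P9645. SOD_P3843 was at 0.548-fold and SOD_P9645 at 0.643-fold in self-cured flies, neither past the adjusted threshold of limma (0.348). In 147 of 1521 probes (9.66%) the groups did not overlap, 91 higher and 56 lower in self-cured flies. For a single probe taken alone, chance gives 2.86%. Probes share the arrays and are not independent, and splits were not counted for this measure. Whether chance gives a share of 9.66% can therefore not be told.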
